# Expression of cardiovascular-related microRNAs is altered in L-arginine:glycine amidinotransferase deficient mice

**DOI:** 10.1038/s41598-022-08846-1

**Published:** 2022-03-24

**Authors:** Märit Jensen, Christian Müller, Norbert Hübner, Giannino Patone, Kathrin Saar, Chi-un Choe, Edzard Schwedhelm, Tanja Zeller

**Keywords:** Cardiovascular genetics, miRNAs, Cardiovascular diseases

## Abstract

In humans and mice, L-arginine:glycine amidinotransferase (AGAT) and its metabolites homoarginine (hArg) and creatine have been linked to cardiovascular disease (CVD), specifically myocardial infarction (MI) and heart failure (HF). The underlying molecular and regulatory mechanisms, however, remain unclear. To identify potential pathways of cardiac AGAT metabolism, we sequenced microRNA (miRNA) in left ventricles of wild-type (wt) compared to AGAT-deficient (AGAT^-/-^) mice. Using literature search and validation by qPCR, we identified eight significantly regulated miRNAs in AGAT^-/-^ mice linked to atherosclerosis, MI and HF: miR-30b, miR-31, miR-130a, miR-135a, miR-148a, miR-204, miR-298, and let-7i. Analysis of Gene Expression Omnibus (GEO) data confirmed deregulation of these miRNAs in mouse models of MI and HF. Quantification of miRNA expression by qPCR in AGAT^-/-^ mice supplemented with creatine or hArg revealed that miR-30b, miR-31, miR-130a, miR-148a, and miR-204 were regulated by creatine, while miR-135a and miR-298 showed a trend of regulation by hArg. Finally, bioinformatics-based target prediction showed that numerous AGAT-dependent genes previously linked to CVD are likely to be regulated by the identified miRNAs. Taken together, AGAT deficiency and hArg/creatine supplementation are associated with cardiac miRNA expression which may influence cardiac (dys)function and CVD.

## Introduction

L-arginine:glycine amidinotransferase (AGAT; EC: 2.1.4.1) and its metabolites homoarginine (hArg) and creatine play an important role in cardiovascular disease (CVD) such as myocardial infarction (MI), heart failure (HF) and ischemic stroke^1–5^. In clinical studies, lower hArg levels were associated with incident major adverse cardiovascular events (MACE) after acute coronary syndrome^3^ and all-cause mortality in patients with HF ^4^. Besides the prognostic value, experimental data have suggested a causal role of AGAT and its metabolites in CVD. AGAT deficiency in mice was found to be associated with an impaired cardiac function which was rescued by hArg supplementation and, to a lesser extent, by creatine supplementation^6^. Moreover, hArg has been shown to be cardioprotective in a model of ischemic HF and calcified coronary artery disease ^7,8^.

The underlying mechanisms are still unclear. In a previous transcriptome analysis in AGAT-deficient (AGAT^-/-^) mice, we identified significantly regulated genes between AGAT^-/-^ and wild-type (wt) mice that are involved in cardiac pathophysiology. These comprised genes affecting cardiac energy metabolism, cardiac hypertrophy and fibrosis, immune response, and the conduction system of the heart. Creatine rather than hArg supplementation in AGAT^-/-^ mice resulted in a restoration of gene expression towards wt levels^9^.

Non-coding RNAs such as microRNAs (miRNAs) have been shown to be effective modulators of gene expression, expanding the spectrum of molecular mechanisms controlling physiological and pathological cellular functions. Growing evidence suggests that miRNAs are pivotal regulators in CVD^10,11^. In experimental animal models of MI and HF, differential patterns of miRNA expression have been reported^12^. Therefore, the identification of miRNA expression patterns with cardiac phenotypic changes may help in understanding the underlying molecular mechanisms and pathways. AGAT^-/-^ mice have been well-characterized regarding cardiovascular changes on phenotype and on gene expression level, but no data on AGAT-dependent cardiac miRNA expression is available.

In the present study, we aimed to expand the understanding of underlying molecular (patho)mechanisms of AGAT and its metabolites in CVD. To this end, we used a previously established AGAT^-/-^ mouse model^13^ to characterize cardiac miRNAs signatures within the AGAT metabolism. Our first objective was to study AGAT-dependent regulation of miRNAs and their association to CVD, specifically atherosclerosis, MI, and post-MI HF. Secondly, we aimed to determine whether AGAT-dependent changes in miRNA expression are related to either hArg or creatine. Third, we studied miRNA-mRNA interactions in our AGAT^-/-^ mouse model to identify regulatory mechanisms within the cardiac AGAT metabolism.

## Methods

### Study design

Our study design followed a sequential approach (Fig. 1). First, we performed miRNA sequencing in heart tissue of AGAT^-/-^ as compared to wt mice. Second, we checked whether identified miRNAs were already reported to be associated with CVD by a literature search in PubMed/MEDLINE (search terms: miRNA of interest and “cardiac” or “heart” or “cardiovascular disease”). Of these miRNAs only those that could be validated by qPCR were used for further analysis. To test the role of candidate miRNAs in mouse models of CVD, we performed Gene Expression Omnibus (GEO)^14^ data analysis. Third, we evaluated whether miRNA expression was dependent on hArg or creatine by analysis in AGAT^-/-^ mice supplemented with either hArg or creatine. Finally, we aligned miRNAs to AGAT-dependent mRNAs identified by microarray analysis and tested whether these genes were known to be involved in CVD.

**Figure 1:**
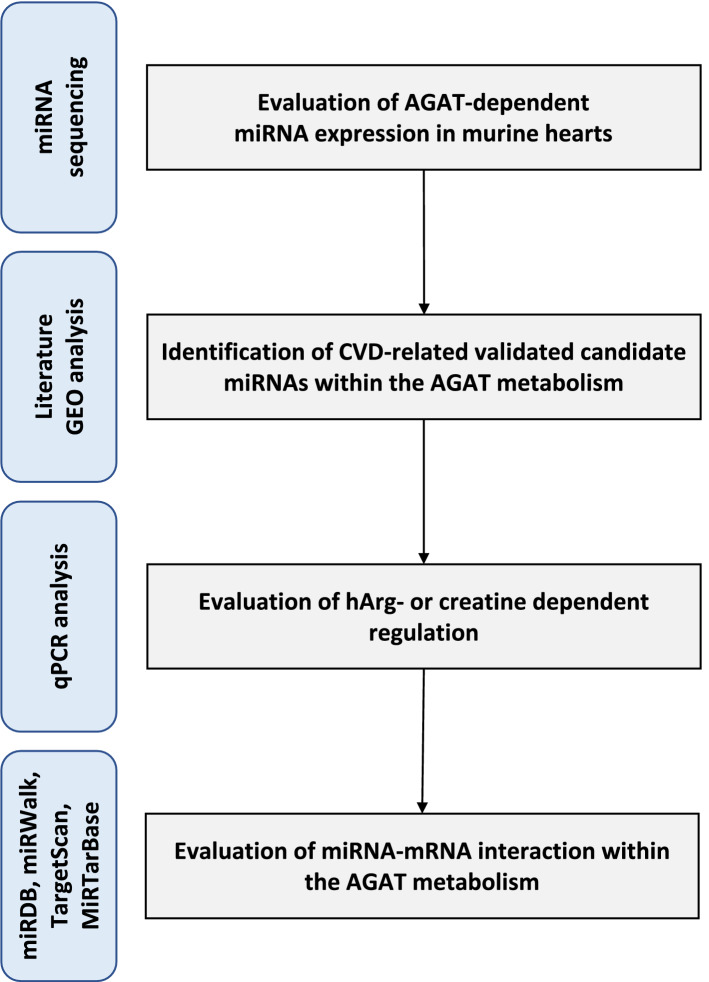
Overview of the methods and objectives of the different steps of the study design. CVD: cardiovascular disease; GEO: Gene Expression Omnibus; hArg: homoarginine; miRNA: microRNA.

### Care and treatment of mice

AGAT^-/-^ mice were generated as previously described^13^. Mice used in this study were obtained from heterozygous breeding after backcrossing to a C57BL/6 J genetic background for at least six generations. All analyzed animals were littermates. The mice (< 5 per cage) were kept in standard cages under a 12 h:12 h light:dark cycle and constant temperature and humidity, receiving standard food and water ad libitum. The 4-week-long supplementation with hArg was achieved via osmotic mini pumps^15^. Creatine supplementation was achieved by addition of 1% creatine to chow (Ssniff)^13^. Plasma and tissue concentrations of creatine and hArg in wt and AGAT^-/-^ mice have been decribed previously^13,15^. All experimental procedures were approved by the respective local animal ethics committees (Behörde für Gesundheit und Verbraucherschutz Hamburg, approval no. 110/10, approval date January 31, 2011) and investigations applied to the animal model were in accordance with the guidelines for the care and use of laboratory animals published by the NIH (Publication No. 85–23, revised 1985). The study was carried out in compliance with the ARRIVE guidelines^16^.

### Tissue collection and preparation

Tissue collection and preparation was performed as previously described^13^. Briefly, mice were anesthetized with 2–3% isoflurane in 100% oxygen. Left ventricles (LV) of the heart were extracted, and snap-frozen in liquid nitrogen for storage at − 80 °C. Prior to use, frozen tissue was powdered with a steel mortar and pestle in liquid nitrogen.

### RNA isolation from murine heart tissue

Total RNA, including the miRNA fraction, was prepared in four groups of mice: wt (n = 7), AGAT^-/-^ (n = 7), AGAT^-/-^hArg (n = 5) mice and AGAT^-/-^ mice supplemented with creatine (AGAT^-/-^Cr, n = 4). Isolation was performed using QIAzol lysis reagent (QIAGEN). RNA integrity and the content of miRNAs was determined using the Agilent 2100 Bioanalyzer (RNA 600 Nano Chip, Agilent Small RNA Chip).

### MiRNA sequencing

MiRNA sequencing was performed in wt (n = 5), AGAT^-/-^ (n = 5), and AGAT^-/-^hArg (n = 5) mice. Small RNA libraries were prepared using TruSeq Small RNA Sample Preparation Kits (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. In brief, 3’ and 5’ RNA adapter, specifically modified to target the ends of miRNA molecules, were ligated to 1 μg of high-quality total RNA. Reverse transcription was used to generate single-stranded cDNA libraries and PCR was performed to amplify and add unique index sequences to each library. MiRNA profiles were generated by deep sequencing using Illumina HiSeq 2500 sequencer.

### Gene expression profiling

Gene expression profiling was performed in wt (n = 7), AGAT^-/-^ (n = 7), AGAT^-/-^hArg (n = 5) and AGAT^-/-^Cr (n = 4) mice using the Affymetrix Mouse GeneChip ST 1.0 Array as described previously^9^. All groups of mice were analyzed at the same time. Briefly, cRNA synthesis, labelling, fragmentation, array hybridization, washing and staining, and microarray scanning (Affymetrix GeneChip 3000 scanner) was performed according to manufacturer’s instruction of the Ambion WT Expression Kit and the Affymetrix GeneChip WT Terminal Labelling and Hybridization Kit with an input of 250 ng high quality RNA (RNA integrity number > 8).

### Reverse transcription and quantitative real-time polymerase chain reaction

To validate expression levels of selected miRNAs in all groups of mice (wt, AGAT^-/-^, AGAT^-/-^hArg, AGAT^-/-^Cr), quantitative real-time polymerase chain reaction (RT-qPCR) was carried out using the Taqman MicroRNA assay (Thermo Fisher Scientific) according to manufacturer's recommendations. The TaqMan IDs for the miRNAs are shown in Supplementary Table S1. The human assay (‘hsa’) was used for miRNAs with homologous sequences among mice and humans. As murine miR-298 and miR-31 differ from the human sequence, a specific mouse assay (‘mmu’) was used for these miRNAs. All reactions were performed using a 7900 TaqMan system (Applied Biosystems, Foster City, CA, USA). Each sample was analyzed in triplicates and normalized to snoRNA202 as endogenous control.

### Analysis of miRNA expression in cardiovascular disease using Gene Expression Omnibus (GEO)

To evaluate expression profiles of selected miRNAs in CVD a systematic search in the GEO database^14^ was carried out with the following keywords: “miRNA” AND “heart” AND “Expression profiling by high throughput sequencing” for study type AND “tissue” for attribute name AND “mus musculus” for organism.

The GEO series GSE114695 was selected for in silico analysis, which is a time series (1 day, 1 week, and 8 weeks) intended to compare non-coding RNA expression in normal functioning LV with infarcted LV in C57BL/6 mice^17^. MI was mimicked by permanent ligation of the left anterior descending coronary artery in 8 weeks C57BL/6 male mice. Small RNA profiles were generated by deep sequencing using Illumina HiSeq 2000 sequencer. The reads from small RNA sequencing were aligned to mus musculus matured and precursor miRNAs obtained from miRBase v21 using the miRDeep2 algorithm. Read count data were downloaded and differential miRNA expression between hearts of MI and sham animals was calculated for each time point separately using R/Bioconductor’s DESeq2 package^18^.

The GEO series GSE112054 was selected for analysis of miRNA expression in HF which was induced by transverse aortic constriction (TAC) surgery in C57Bl/6 J mice^19^. At 5 weeks after surgery, mice were sacrificed, and LV myocardium was collected. MiRNA sequencing was performed on an Illumina HiSeq 2500. Data were analyzed using the miRge program (v1.0), which utilizes CutAdapt 1.8 to pre-process sequencing data and Bowtie 1.1.1 to perform read alignments, to generate miRNA counts and reads-per-million data. Read count data were downloaded and tested for differential miRNA expression between TAC and sham animals using DESeq2^18^.

### MiRNA target prediction tools

We used miRDB^20,21^, miRWalk^22^, TargetScan^23^, and miRTarBase^24^, which are freely available online, to predict potential miRNA target genes within the AGAT metabolism. Detailed information on the individual databases and criteria used to define relevant miRNA-mRNA interactions are given in Table 1.

**Table 1:** MiRNA target prediction tools.

	miRDB^20,21^	miRWalk^22^	TargetScan^23^	miRTarBase^24^
Website	http://mirdb.org	http://mirwalk.umm.uni-heidelberg.de	http://www.targetscan.org	https://mirtarbase.cuhk.edu.cn
Version	miRDB 2020	miRWalk2.0	TargetScanMouse 8.0	miRTarBase 9.0
Prediction criteria	Target prediction score > 80	Binding P value > 0.9	Conserved sites	Experimentally validated miRNA-mRNA interactions

### Bioinformatics analysis

The CLC Genomics Workbench (clcbio.com/products/clc-genomics-workbench/) was used to map reads from miRNA sequencing against the murine set of all known miRNAs, which was retrieved from miRBase (www.mirbase.org/). The number of reads falling in mature miRNAs were extracted and further processed in R. Only miRNAs covered by more than ten reads were kept for further analyses. Differential expression of miRNAs between groups of mice was calculated by R/Bioconductor package DESeq2^18^ and the False Discovery Rate (FDR) based Benjamini–Hochberg method was used to account for multiple tests. Differentially expressed miRNAs with an FDR ≤ 0.05 were considered significant.

Methods of differential gene expression analysis of microarray-based murine transcriptomes are described in detail in our previous publication^9^. The detection above background (DABG) was calculated for all genes and samples, and only genes with a DABG P value < 0.01 in at least two samples per group were kept for further analysis. Differential gene expression between groups was calculated using the moderated t-test function *eBayes* from the R/Bioconductor package *limma*^25^ and an FDR of ≤ 0.05 was set for statistical significance.

### Statistical analysis

Values are expressed as mean ± SEM. Expression levels were quantified according to the 2^-∆∆Ct^ method by Livak and Schmittgen^26^. Statistical comparison of more than two groups was performed using the Kruskal–Wallis test followed by Dunn’s test. Differences were considered statistically significant at a value of P < 0.05. All calculations were performed using GraphPad Prism (version 9, La Jolla, USA).

## Results

### Differences in miRNA expression in heart samples between wt and AGAT^-/-^ mice

To determine the influence of AGAT deficiency on cardiac miRNA levels, we performed miRNA sequencing on LV from wt and AGAT^-/-^ mice. 

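MiRNA was sequenced from the LV of 5 wt and 5 AGAT-/- mice, each mouse giving its own library. AGAT (arginine:glycine amidinotransferase) is the enzyme that forms homoarginine and the precursor of creatine, and AGAT-/- mice carry a targeted deletion of its gene. The gene, Gatm, lies on chromosome 2 from 122594467 to 122611303 on the minus strand (GRCm38, GENCODE M21 annotation); since it does not give a miRNA, its loss cannot be checked in these counts. The authors mapped the reads to the murine miRNAs of miRBase and deposited the number of reads on each mature miRNA, without normalization. The deposited counts list the 5p and the 3p arm of 918 precursors in separate rows, and 672 of these rows are at 0 in all 15 libraries of the series. Total counts were between 415608 and 486204 reads per wt mouse (median 442725) and between 365634 and 557398 per AGAT-/- mouse (median 454326). The 3 miRNAs most abundant over the 15 libraries of the series were mir-378a-3p, mir-378c-5p and mir-151-3p. In each wt and AGAT-/- library they took between 71.9% and 73.8% of all reads, so that the other miRNAs rest on the remainder. With such totals, 3 reads correspond to between 5.38 and 8.20 CPM (reads scaled to a common library size), and intervals of counting error do not cover variation in library preparation. Counts were normalized by edgeR's TMM method, which scales each library to a common composition, and are given as CPM. AGAT-/- and wt mice were compared with edgeR's quasi-likelihood test at an FDR of at most 0.05 after Benjamini-Hochberg adjustment. A miRNA was tested when its reads summed over the 10 libraries exceeded 10. The labels place all 10 libraries on sequencing lane 8. No 2 libraries of the same group agreed within sampling noise (chi-square per degree of freedom between 2.97 and 22.1 over 30 pairs), and each mouse was counted as a separate replicate.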

Among 953 miRNAs detected in LV samples, 33 showed significant regulation between wt and AGAT^-/-^ mice (Fig. 2, Supplementary Table S2). 

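In the deposited counts, 562 miRNAs had more than 10 reads when summed over the 5 wt and 5 AGAT-/- libraries, and 177 had more than 10 reads in each of the 15 libraries of the series. Of the 562 miRNAs tested, 12 differed between AGAT-/- and wt mice at an FDR of at most 0.05, and 60 had an unadjusted p below 0.05. The number was 18 when every miRNA with at least 1 read was tested, 8 when more than 10 reads were required in every library or the FDR had to be at most 0.01, and between 8 and 17 with each mouse left out. For 17 of the tested miRNAs the 5 mice of a group all lay above the 5 mice of the other group, where chance gives 0.794% of the miRNAs. Of the 33 miRNAs in Supplementary Table S2, 16 had enough reads to be tested, and their log2 fold changes had the sign given there. Of these 16, 9 passed the FDR over all tested miRNAs. Adjusted over the listed miRNAs alone, 14 passed; as the list was drawn from the same mice, this is no independent measure of their stability. A further 11 miRNAs of the list are at 0 in every library, namely mir-210-3p, mir-30b-5p, mir-365-2-3p, mir-99a-5p, let-7i-5p, mir-1247-5p, mir-107-3p, mir-148a-3p, mir-30d-3p, mir-181c-5p and mir-34c-5p. Mir-296-5p and mir-135a-2-5p had 1 read each over all 15 libraries, and the other 4, mir-204-5p, mir-365-1-3p, mir-375-3p and mir-135a-1-5p, were not analysed here.

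**Figure D1:**
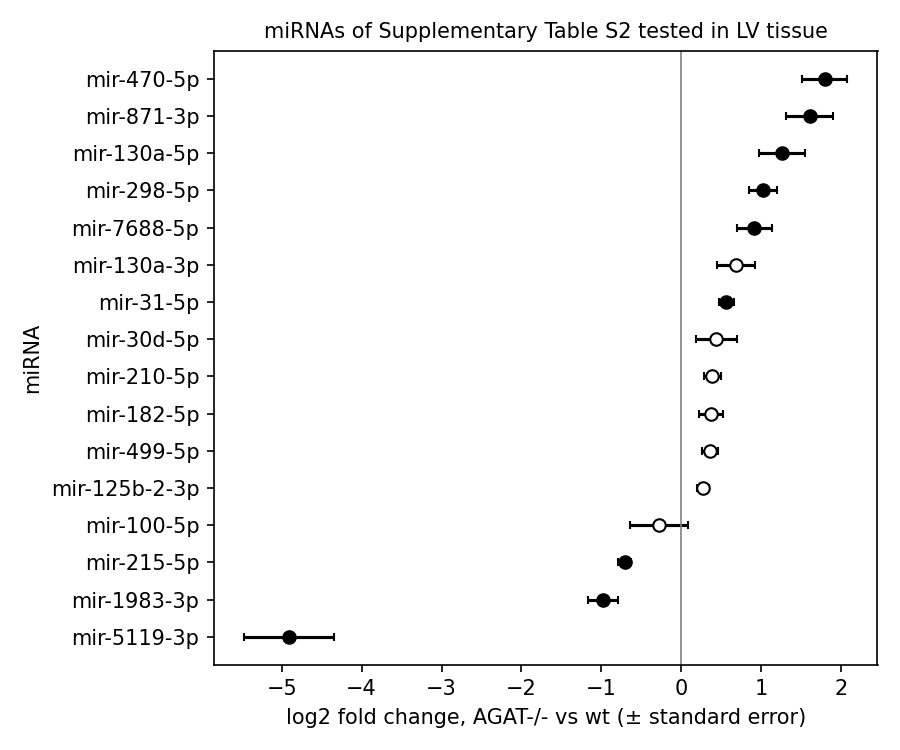
Log2 fold change between AGAT-/- and wt mice (x axis, with the standard error as bar) of the 16 miRNAs of Supplementary Table S2 that were tested (y axis); filled points passed an FDR of at most 0.05 in edgeR's quasi-likelihood test. The fold changes run from -4.91 for mir-5119-3p to 1.80 for mir-470-5p, and 9 of the 16 points are filled.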

Quantification revealed that 21 miRNAs were upregulated in AGAT^-/-^ mice as compared with wt mice, while expression levels of twelve miRNAs were decreased.

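Among the 12 miRNAs that differed at an FDR of at most 0.05, 9 were higher and 3 were lower in AGAT-/- than in wt mice. With total counts in place of TMM normalization, 14 were higher and 3 lower. The lower miRNAs were mir-5119-3p, mir-215-5p and mir-1983-3p. Mir-5119-3p, from an intron of Cdk12 (chromosome 11, 98262606 to 98262662, GRCm38), fell from 283 ± 231 CPM in wt mice to 10.1 ± 11.2 CPM in AGAT-/- mice (SD, n = 5 each), a log2 fold change of -4.91 with a standard error of 0.56 (FDR = 2.09e-05, edgeR). Its wt libraries held between 46 and 282 reads and its AGAT-/- libraries between 1 and 11. Mir-215-5p (chromosome 1, 185313581 to 185313692) was at 2671 ± 81.2 CPM in wt and 1636 ± 141 CPM in AGAT-/- mice (SD, n = 5 each), a log2 fold change of -0.71 (standard error 0.08, FDR = 2.09e-05, edgeR). The third, mir-1983-3p, changed by -0.98 on the log2 scale (standard error 0.19, FDR = 0.00455, edgeR), and the mice of both groups overlapped. Its precursor lies on chromosome 13 from 21896918 to 21897049. Of the higher miRNAs, 4 come from a single stretch of chromosome X, with mir-470-5p at a log2 fold change of 1.80 (standard error 0.28), mir-871-3p at 1.61 (standard error 0.29) and mir-881-3p at 2.08 (standard error 0.46). Mir-871-5p had at most 1 read per wt library and between 3 and 13 per AGAT-/- library, which makes it at least 2.28-fold higher. The remaining higher miRNAs were mir-298-5p, mir-31-5p, mir-130a-5p, mir-7688-5p with a log2 fold change of 0.92, and mir-1966-3p with 1.64. Leaving out each mouse in turn, between 8 and 17 miRNAs passed the FDR. In these fits mir-5119-3p, mir-215-5p, mir-1983-3p, mir-470-5p, mir-871-3p, mir-871-5p, mir-298-5p and mir-31-5p passed each time, while mir-881-3p, mir-130a-5p, mir-7688-5p and mir-1966-3p did not. A fit of all 10 mice with the animal number of the labels as a covariate called 9 miRNAs, 6 of them among the 12. As 4 of the 5 AGAT-/- mice are numbered above every wt mouse, this fit can hardly separate number from genotype. A miRNA that does not pass in it is therefore not refuted. With this covariate, mir-871-5p (FDR = 0.0876, edgeR) and mir-7688-5p (FDR = 0.466, edgeR) did not pass. Neither did mir-298-5p, mir-31-5p, mir-130a-5p and mir-1966-3p. The listed miRNAs closest to passing were mir-125b-2-3p, mir-499-5p and mir-210-5p, with FDRs of 0.0523, 0.0647 and 0.0765 (edgeR, 10 mice).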

**Figure 2:**
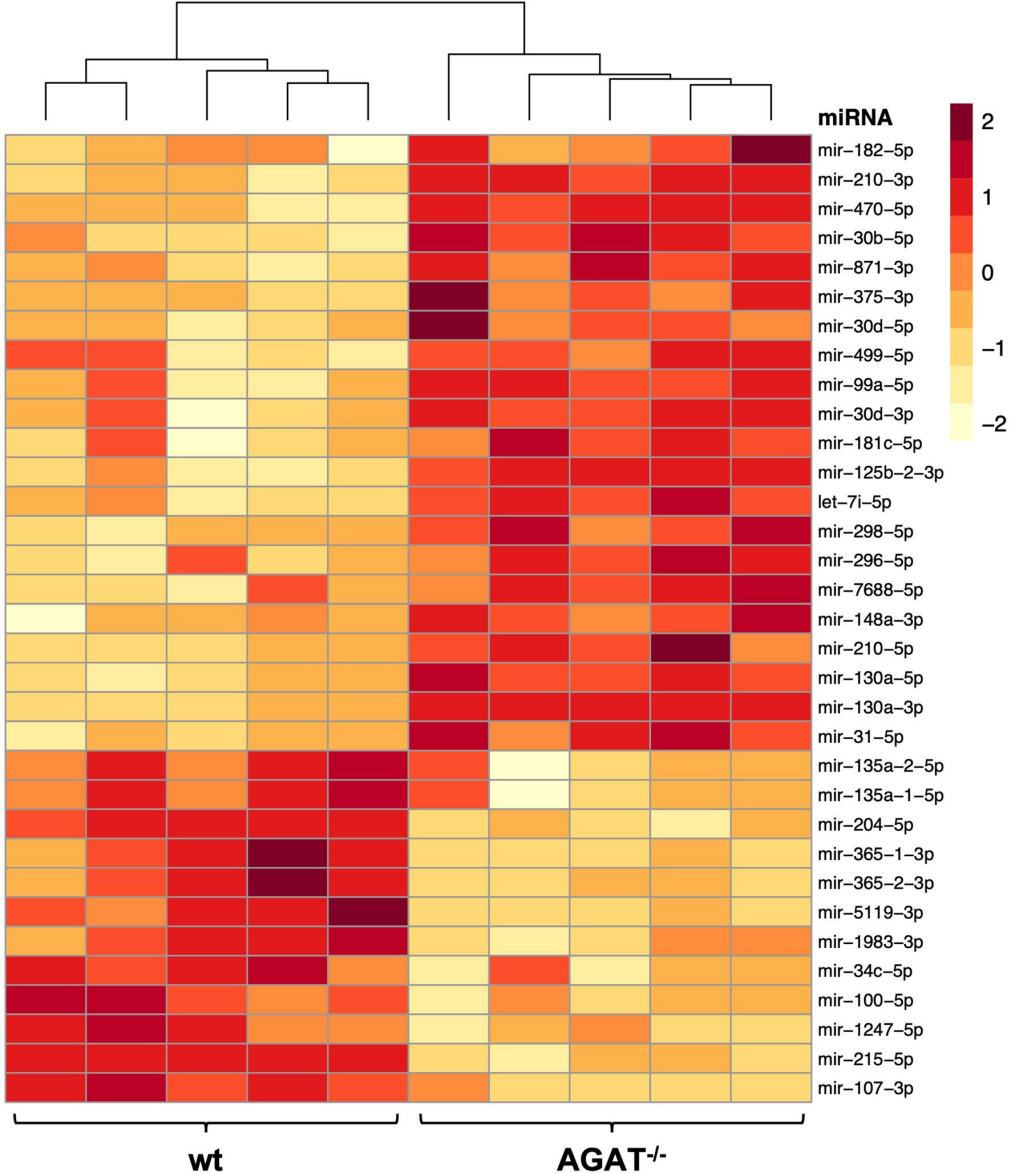
Significantly regulated miRNAs between wt and AGAT^-/-^ mice. Z score transformed heat map of miRNA sequencing results on AGAT^-/-^ in comparison with wt mice (n = 5 per group). Low to high expression is represented by a change of color from yellow to red. 3p and 5p indicates the origin of the miRNA from the 3' arm or 5' arm, respectively. Significance level: False Discovery Rate (FDR) ≤ 0.05. wt: wild type; AGAT^-/-^: AGAT knockout.

### MiRNAs deregulated in AGAT^-/-^ hearts are linked to cardiovascular disease

We focused our analysis on miRNAs which were reported to be linked to CVD in multiple studies of either atherosclerosis, MI and HF, and could be validated by qPCR. Twelve out of 33 miRNAs deregulated in hearts of AGAT^-/-^ mice have been linked to CVD in previous studies, eight of which we could validate by qPCR. 

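The qPCR assays of Supplementary Table S1 cover 12 mature miRNAs. In the sequencing counts of the 15 mice, mir-31-5p had a mean of 685 reads per library, mir-298-5p 201 and mir-130a-3p 19.3. Mir-135a-5p had 1 read in all, on its second precursor, and mir-204-5p was not analysed here. The other 7, mir-210-3p, mir-30b-5p, mir-181c-5p, mir-148a-3p, mir-30d-3p, let-7i-5p and mir-125b-5p, are listed at 0 in every library. For mir-125b the deposited counts hold reads on the opposite arm, mir-125b-2-3p, at 11815 ± 1188 CPM in wt and 14298 ± 542 CPM in AGAT-/- mice (SD, n = 5 each), a log2 fold change of 0.28 (standard error 0.07). Its FDR of 0.0523 ranged between 0.000825 and 0.362 over the 12 other ways of fitting all 10 mice, and 11 of these passed.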

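Of the 8 miRNAs in Table 2, mir-298-5p, mir-31-5p and mir-130a-3p had enough reads to be tested in the deposited counts. Mir-30b-5p, let-7i-5p and mir-148a-3p are listed at 0 in every library, mir-135a-2-5p had 1 read, and mir-204-5p was not analysed here. Between AGAT-/- and wt mice the fold changes were 2.04 for mir-298-5p, 1.48 for mir-31-5p and 1.61 for mir-130a-3p, against 2.05, 1.5 and 1.66 reported by the paper.

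**Figure D2:**
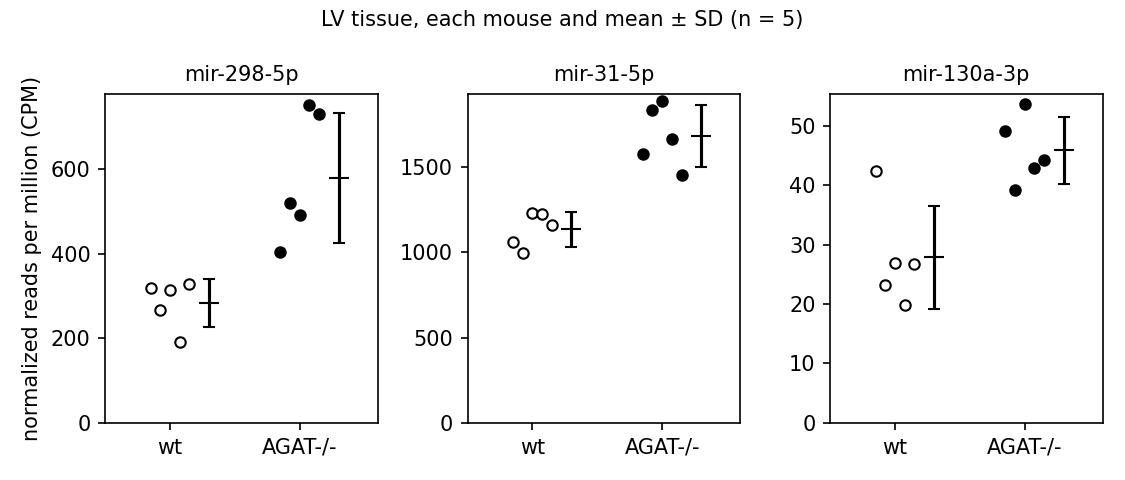
Normalized reads (CPM, y axis, from 0) of mir-298-5p, mir-31-5p and mir-130a-3p in the LV of wt mice (open points) and AGAT-/- mice (filled points); each point is a mouse, and the dash with its bar is the mean ± SD (n = 5). All 5 AGAT-/- mice lie above all 5 wt mice for mir-298-5p and mir-31-5p, while the groups overlap for mir-130a-3p.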

Table 2 presents the fold change for these eight differentially expressed miRNAs linked to CVD between wt and AGAT^-/-^ mice in heart tissue. Figure 3 A-C shows the results of qPCR analysis (wt vs. AGAT^-/-^ mice). 

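The precursor of mir-130a lies on chromosome 2 from 84741115 to 84741178 on the minus strand (GRCm38), overlaps no other annotated gene, and reads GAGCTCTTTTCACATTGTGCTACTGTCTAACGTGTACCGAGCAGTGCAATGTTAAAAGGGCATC. Its 3p arm had between 8 and 20 reads per wt library and between 20 and 23 per AGAT-/- library, or 27.9 ± 8.65 CPM against 45.8 ± 5.65 CPM (SD, n = 5 each). This is a log2 fold change of 0.69 with a standard error of 0.23, and an FDR of 0.190 in edgeR's test. None of the 11 alternatives that tested it at all 10 mice, nor any fit leaving out a mouse, gave an FDR of at most 0.05. The 5p arm, with between 3 and 8 reads per wt library, was at 12.6 ± 3.94 CPM in wt and 30.8 ± 5.32 CPM in AGAT-/- mice (SD, n = 5 each). Its log2 fold change was 1.26 (standard error 0.29, FDR = 0.0217, edgeR), and it passed in 6 of the 10 fits that each left out a mouse. With the animal number as a covariate it did not pass (FDR = 0.172, edgeR). Mir-204-5p was not analysed here.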

MiR-130a was upregulated, while miR-204 was downregulated in AGAT^-/-^ mice. Both miRNAs are associated with vascular pathologies, particularly calcification of vascular smooth muscle cells and atherosclerosis^27–29^. 

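Mir-298 (chromosome 2, 174267504 to 174267585, minus strand, GRCm38) has the precursor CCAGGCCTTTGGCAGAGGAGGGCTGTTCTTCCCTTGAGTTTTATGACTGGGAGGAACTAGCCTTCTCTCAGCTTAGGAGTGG. Mir-298-5p was at 284 ± 56.6 CPM in wt and 578 ± 154 CPM in AGAT-/- mice (SD, n = 5 each), with between 77 and 151 and between 172 and 367 reads per library. The log2 fold change was 1.03 (standard error 0.17, FDR = 0.00163, edgeR), and stayed between 0.91 and 1.19 with each mouse left out. Mir-31 (chromosome 4, 88910557 to 88910662, minus strand) lies in an exon of a long non-coding RNA, and its precursor reads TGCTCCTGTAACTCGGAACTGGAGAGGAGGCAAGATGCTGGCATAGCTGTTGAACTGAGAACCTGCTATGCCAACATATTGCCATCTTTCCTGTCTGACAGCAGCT. Mir-31-5p was at 1136 ± 102 CPM in wt and 1683 ± 181 CPM in AGAT-/- mice (SD, n = 5 each), a log2 fold change of 0.57 (standard error 0.10, FDR = 0.00171, edgeR), between 0.52 and 0.67 with each mouse left out. With the animal number of the labels as a covariate, neither passed the FDR, with a log2 fold change of 0.62 for mir-298-5p (FDR = 0.211, edgeR; lowest FDR over all alternatives 5.71e-14) and an FDR of 0.0635 for mir-31-5p (lowest 7.31e-07). Mir-30b-5p is listed at 0 in all 15 libraries.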

Mir-298, miR-30b, and miR-31 were upregulated in AGAT^-/-^ mice and regulate cardiomyocyte apoptosis and cardiac remodeling after myocardial injury in vivo^30–32^. 

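Supplementary Table S2 gives mir-135a from 2 precursors. The deposited counts list the 5p arm of mir-135a-2 (chromosome 10, 92072086 to 92072185, minus strand, GRCm38, in an intron of the long non-coding RNA Rmst) with 1 read over the 15 libraries, so that it could not be tested. The 3p arm of the same precursor had 108 reads in wt and 96 in AGAT-/- mice, a log2 fold change of -0.27 (standard error 0.285, FDR = 0.841, edgeR). Mir-135a-1-5p was not analysed here.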

MiR-135a which was downregulated in AGAT^-/-^ as compared to wt animals has also been investigated with regard to myocardial ischemia and regulating cardiac fibrosis in HF^33,34^. MiRNAs from the let-7 family were upregulated in AGAT^-/-^ mice, and aberrant expression of let-7 members was found in various cardiac diseases with let-7i suspected to be a biomarker for dilated cardiomyopathy^35,36^. 

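The deposited counts list 24 rows of the let-7 family, counting mir-98 and both arms, of which 14 are at 0 in every library. Let-7i-5p is among these. Of the 12 rows of 5p arms, from which the mature let-7 guides come, 9 are at 0. The 3 with reads enough to be tested were let-7c-2-5p, let-7j-5p and let-7k-5p. Their mean log2 CPM was 9.66 ± 0.18 in wt and 9.77 ± 0.16 in AGAT-/- mice (SD, n = 5 each), a difference of 0.11 that was within the spread between mice (exact permutation test, two-sided, p = 0.357, the smallest possible being 0.0079). Over all 9 tested rows of both arms the difference was -0.02 (exact permutation test, two-sided, p = 0.865). The log2 fold changes of the 5p rows were 0.01 for let-7c-2-5p, 0.14 for let-7j-5p and 0.17 for let-7k-5p. Those of the 3p rows were 0.02 for let-7a-1-3p, 0.03 for let-7c-2-3p, 0.22 for let-7g-3p, 0.30 for let-7f-2-3p, -0.40 for mir-98-3p and -0.64 for let-7a-2-3p, which had 15 reads in wt and 10 in AGAT-/- mice. None of the 9 rows passed the FDR with all 10 mice. Mir-98-3p, lower in AGAT-/- mice, passed in 1 of the 10 fits that each left out a mouse (FDR = 0.0278, edgeR). Let-7a-1-3p and let-7c-2-3p held 8113 and 8093 reads in the 10 libraries, so that reads of near-identical family members can be counted on more than 1 row.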

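For mir-148a (chromosome 6, 51269812 to 51269910, minus strand, GRCm38, overlapping no other annotated gene), the 3p arm of Table 2 is listed at 0 in each of the 5 wt, 5 AGAT-/- and 5 homoarginine-supplemented libraries. No fold change can be given for it from these counts.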

MiR-148a which was upregulated in response to the AGAT^-/-^ showed cardioprotective effects in HF^37^.

**Table 2:** CVD-related candidate miRNAs in murine heart tissue. FC and P values for differentially expressed miRNAs between wild-type and AGAT knock-out mice in heart tissue are shown. MiRNAs were selected based on known association with CVD and grouped according to the most prominent association with a specific CVD or risk factor. Relevant references are provided for each miRNA. FC: fold change.

Myocardial injury/infarction			Heart failure			Atherosclerosis		
miRNA	FC	P value	miRNA	FC	P value	miRNA	FC	P value
miR-298^30^	2.1	1.2 × 10^–7^	miR-148a^37^	1.23	7.6 × 10^–4^	miR-130a^27^	1.66	1.9 × 10^–29^
miR-135a^33,34^	− 1.63	2.7 × 10^–4^	let-7i^35,36^	1.16	3.7 × 10^–5^	miR-204^28^	− 1.22	1.4 × 10^–8^
miR-31^32^	1.5	6.4 × 10^–10^						
miR-30b^31^	1.2	3.8 × 10^–6^

**Figure 3:**
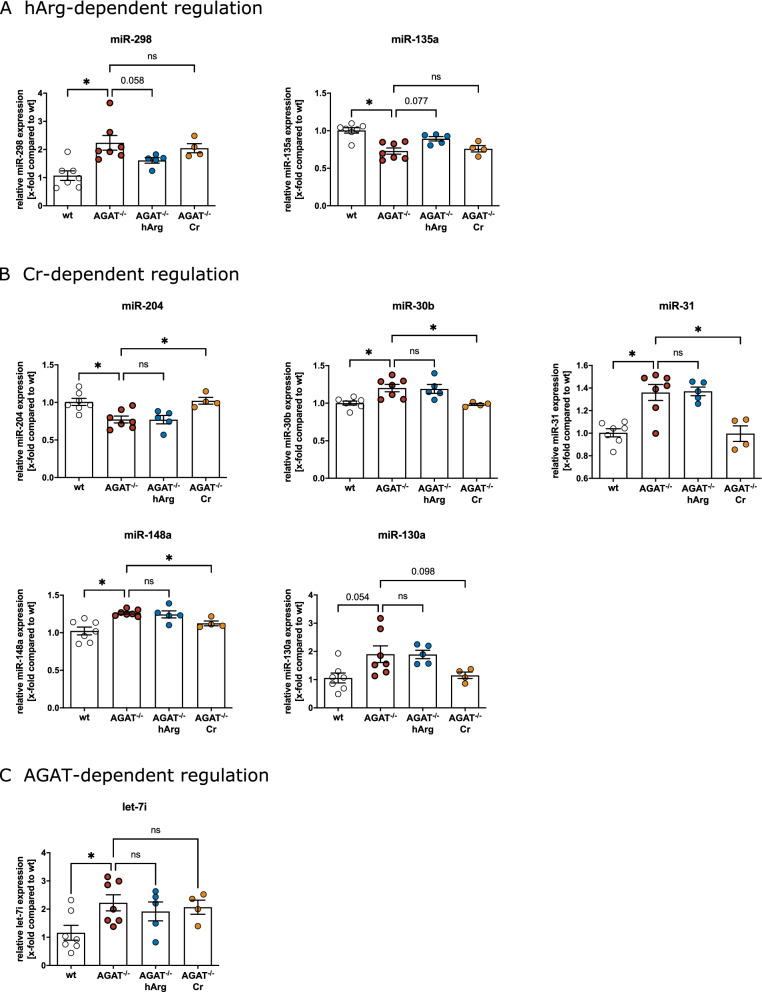
Analysis of candidate miRNAs in the heart by qPCR. Relative miRNA expression was measured in wild-type (wt; n = 7), AGAT knockout (AGAT^-/-^; n = 7), homoarginine-supplemented AGAT^-/-^ (AGAT^-/-^hArg; n = 5) and creatine-supplemented AGAT^-/-^(AGAT^-/-^Cr; n = 4) mice. Only miRNAs with positive validation are shown. Values are expressed as mean ± SEM. *P < 0.05 versus AGAT^-/-^.

### Candidate miRNAs are deregulated in mouse models of cardiovascular disease

In order to investigate regulation of our candidate miRNAs in in vivo mouse models of CVD, we systematically searched for experimental data in the GEO Profiles database^14^. We identified two studies with available miRNA deep sequencing data on MI (GEO accession GSE114695^17^) and HF (GEO accession GSE112054^19^) in C57BI/6 J wt mice. As illustrated in Fig. 4A-C, all candidate miRNAs showed regulation in response to experimentally induced MI, which was particularly pronounced one week after MI. Eight weeks after MI which comes along with the development of post-MI HF in mice, we found that six out of eight candidates were differentially expressed in diseased as compared to healthy mice. Another study on HF using TAC surgery, which is a common experimental model for pressure overload-induced cardiac hypertrophy and heart failure, revealed decreased expression levels of miR-30b and miR-135a, while miR-298 was upregulated (Fig. 4D).

**Figure 4:**
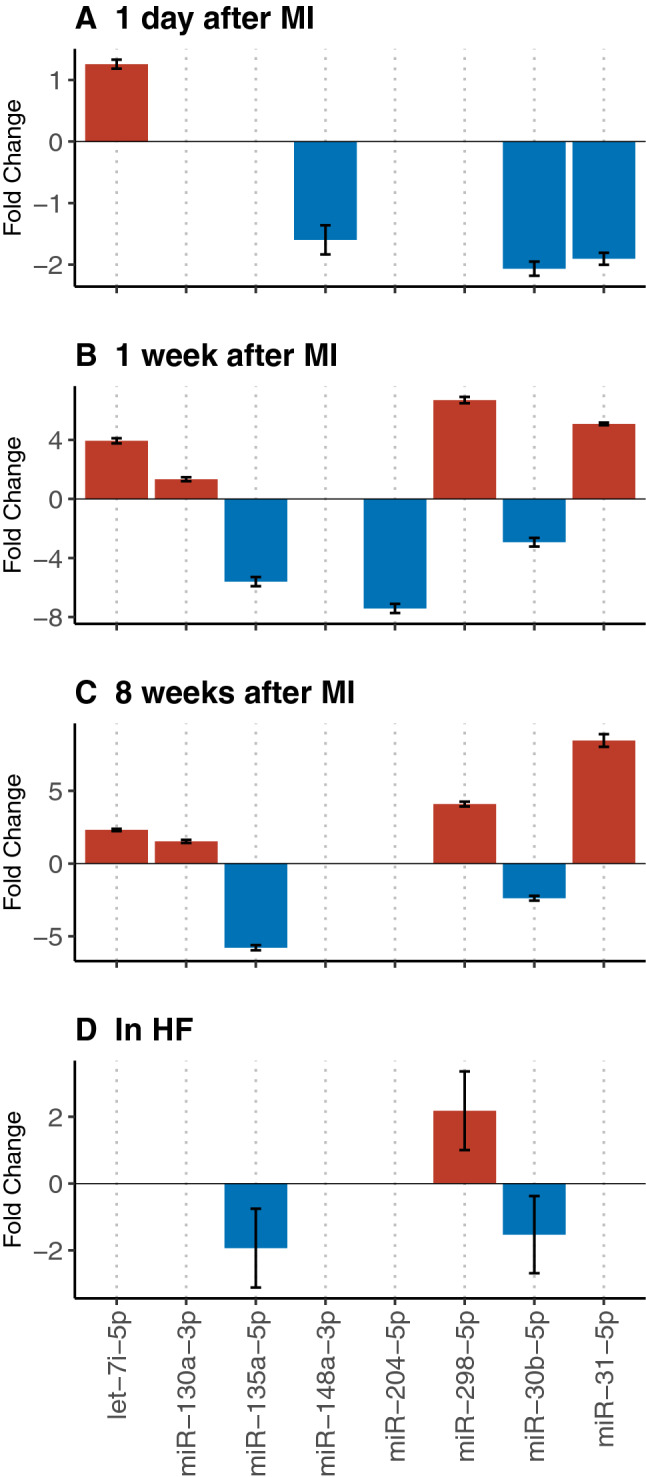
Expression of candidate miRNAs in mouse models of myocardial infarction (MI) and heart failure (HF). (**A**-**C**), Regulation of candidate miRNAs at 1 day, 1 week, and 8 weeks post MI. MI was induced by permanent ligation of the left anterior descending coronary artery in 8 weeks C57BL/6 male mice. Left ventricles were used for miRNA sequencing (GEO accession GSE114695). (**D**) Regulation of candidate miRNAs in HF. HF was induced by transverse aortic constriction (TAC) surgery in C57Bl/6 J mice. At 5 weeks after surgery, mice were sacrificed, and LV myocardium was used for miRNA sequencing (GEO accession GSE112054). Bars indicate fold changes in miRNA expression in MI or HF as compared to wt mice. Bars are only shown when significant regulation was observed. 3p and 5p indicates the origin of the miRNA from the 3' arm or 5' arm, respectively.

### Analysis of homoarginine- and creatine dependence of miRNA regulation in the heart

Creatine and hArg supplementation have beneficial effects in AGAT^-/-^ mice on heart function and outcome in CVD, respectively. Therefore, we aimed to evaluate whether creatine or hArg supplementation regulates candidate miRNA expression in hearts of AGAT^-/-^ mice. 

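Libraries of 5 AGAT-/-hArg mice, which received homoarginine for 4 weeks, were deposited with those of the wt and AGAT-/- mice. They held between 389359 and 570492 reads (median 464886), with between 71.5% and 72.9% on the 3 miRNAs most abundant over all 15 libraries. The labels place all 5 on sequencing lane 2 and the other 10 libraries on lane 8, so lane and supplementation coincide and no comparison within a lane is possible. The AGAT-/-hArg mice were compared with each of the other groups in a fit of 10 libraries, by the test and filter used for AGAT-/- against wt mice. This covered 580 miRNAs against AGAT-/- and 569 against wt mice. No creatine-supplemented mice are among the libraries analysed here.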

In our study miRNA sequencing data were only available for wt, AGAT^-/-^, and AGAT^-/-^hArg mice. Using qPCR analysis, we additionally included the group of creatine-supplemented animals. As compared to AGAT^-/-^ mice, the group of AGAT^-/-^hArg littermates showed a trend towards decreased expression of miR-135a (P = 0.077) and miR-298 (P = 0.058). Levels of these miRNAs were restored towards wt levels suggesting a hArg-dependent regulation (Fig. 3A). In AGAT^-/-^Cr as compared to AGAT^-/-^ mice, miR-30b, miR-31, miR-148a, and miR-204 showed significant regulation restoring miRNA expression levels towards wt levels. For miR-130a, a trend in the same direction was observed (P = 0.098) (Fig. 3B).

### MiRNA-mRNA interactions within the AGAT metabolism

To identify potential regulatory mechanisms within the AGAT metabolism, we combined miRNA and mRNA data of our AGAT^-/-^ mouse model using the bioinformatics-based target prediction tools miRDB^20,21^, miRWalk^22^, and TargetScan^23^ as well as the experimentally validated miRNA target interactions database miRTarBase^24^. We restricted the analysis to the eight validated candidate miRNAs and 485 differentially expressed mRNAs between wt and AGAT^-/-^ mice which we reported previously^9^. The results revealed several AGAT-dependent genes described to be associated with CVD as potential targets for regulation by candidate miRNAs (Table 3). We identified 17 target genes of the eight candidate miRNAs, one of which was targeted by two miRNAs. For seven of overall 17 potential target genes, we found studies reporting a role in CVD, comprising HF and cardiac remodeling after MI (*Ccnd2*, *Pde1c*, *Ddah1*), atherosclerosis (*Igf1r*), blood pressure and hypertension (*Fign*, *Efnb3*), and type 2 diabetes (*Igf2bp2*).

**Table 3:** Potential mRNA targets of candidate miRNAs within the AGAT metabolism. The analysis was performed using the online tools miRDB, miRWalk, TargetScan, and miRTarBase. For the individual databases, interactions were considered relevant when the following criteria were met: miRDB – target prediction score > 80; miRWalk – binding p-value > 0.9; TargetScan – conserved sites; miRTarBase – experimentally validated targets. All interactions which were predicted in at least three out of four of the online tools are listed in the table. CVD: cardiovascular disease; MI: myocardial infarction; n.a.: not applicable (no association with CVD reported).

miRNA	Target gene	miRWalk	TargetScan	miRDB	miRTarBase	Role in CVD
let-7i-5p	*Ccnd2*	X	X	X		Recovery after MI ^45^
	*Fign*	X	X	X		Blood pressure and arterial hypertension^46^
	*Igf2bp2*	X	X	X		Type 2 diabetes, physiology of cardiomyocytes^47^
miR-130a-3p	*Memo1*	X	X	X		n.a
miR-148a-3p	*Phactr2*	X	X	X		n.a
miR-204-5p	*Efnb3*	X	X	X		Blood pressure regulation^48^
	*Ezr*	X	X	X		n.a
	*Chp1*	X	X	X		n.a
	*Ociad2*	X	X	X		n.a
	*Pde1c*	X	X	X		Heart failure^49^
	*Fam126a*	X	X	X		n.a
miR-298-5p	*Igf1r*	X		X	X	Atherosclerosis^50^
miR-30b-5p	*Lgi1*	X	X			n.a
	*Fign*	X	X	X		Blood pressure and arterial hypertension^46^
	*Ddah1*	X	X	X		Cardiac remodeling after MI^51^
miR-31-5p	*Bahd1*	X	X	X		n.a
miR-135a-5p	*Prlr*	X	X	X		n.a
	*Zfp385b*	X	X	X		n.a

## Discussion

In this study, we aimed to better understand potential molecular mechanisms underlying the association of AGAT and its metabolites hArg and creatine with cardiac function and CVD. To this end, we investigated the effect of AGAT-, hArg- and creatine deficiency on cardiac miRNA expression. As our first main result, eight validated AGAT-dependent miRNAs were associated with CVD in both literature and in silico analysis of murine MI and HF experiments (miR-30b, miR-31, miR-130a, miR-135a, miR-148a, miR-204, miR-298, let-7i). Second, miR-30b, miR-31, miR-130a, miR-148a, and miR-204 were regulated by creatine, while miR-135a and miR-298 showed a trend of regulation by hArg. Third, candidate miRNAs were predicted to regulate numerous AGAT-dependent genes previously reported to be associated with CVD pathways.

There is ample evidence from clinical and experimental studies supporting the link between AGAT and its metabolites and CVD^1–4,6,7^. Both creatine and hArg are prognostic markers for CVD^1–5^. In the heart, creatine acts as a rapidly available energy buffer through its involvement in the creatine kinase (CK) system^38^. Most of the components of this CK system are downregulated in HF, with levels of creatine, phosphocreatine, and relevant CK isoforms all greatly reduced in animal models and humans^39,40^. However, the exact contribution of reduced creatine to cardiac pathophysiology remains controversial. The physiological role of hArg is even less understood. Given its structural similarity to L-arginine, hArg can serve as an alternative substrate for nitric oxide synthase and, in support of this, hArg levels have been linked to endothelial function^41^. Furthermore, hArg can competitively inhibit arginase, thereby increasing the bioavailability of L-arginine and subsequently nitric oxide production^41^. In epidemiological studies hArg levels were inversely associated with aortic wall thickness, aortic plaque burden and internal carotid artery stenosis^42–44^ suggesting an involvement in atherosclerosis.

We used a previously developed AGAT^-/-^ mouse model with hArg and creatine deficiency which has been well-characterized regarding metabolic changes and organ dysfunction^13^. The cardiovascular phenotype of these AGAT^-/-^ mice is characterized by low LV end-systolic pressure (LVESP), impaired contractility and relaxation, as well as an altered response to dobutamine infusion compared to wt mice^6^. In a previous transcriptome analysis of LV tissue in this AGAT^-/-^ mouse model, we identified differences of gene expression between AGAT^-/-^ and wt mice, affecting cardiac energy metabolism, cardiac hypertrophy and fibrosis, immune response, and the conduction system of the heart.

Non-coding RNAs such as miRNAs are a promising target for cardiovascular research, as they are involved in regulation of gene expression and have diagnostic and prognostic value in CVD^10,11^. Here, we performed miRNA sequencing and found eight validated CVD-related miRNAs to be deregulated in AGAT^-/-^ as compared to wt mice. Amongst these, miR-130a and miR-204 were previously described to be associated with atherosclerosis, miR-30b, miR-31, miR-135a, and miR-298 with MI, and miR-148a and let-7i with HF. The potential role of the candidate miRNAs in the pathophysiology of CVD is further supported by the results of GEO miRNA expression analysis in mouse models of MI and HF. We were able to show a deregulation of all our candidates in CVD. Based on these results, we suggest that an impaired molecular adaptability via miRNAs in altered AGAT metabolism may contribute to the association of hArg and creatine with CVD.

Both hArg and creatine may underlie the association of AGAT deficiency with deregulation of CVD-related miRNAs. Experimental data suggest that especially hArg plays a major role regarding impaired cardiac function in AGAT^-/-^ mice but also may be protective in CVD in wt mice. Impaired cardiac function in our AGAT^-/-^ mouse model was rescued across several parameters by hArg supplementation, while creatine supplementation only corrected LVESP^6^. In a model of post-MI HF, hArg-supplemented wt mice showed a normalization of several cardiac parameters (i.e., relaxation, cardiac reserve)^7^. In our study, we observed a trend of restored miRNA expression of miR-135a and miR-298 towards wt levels after supplementation of hArg in AGAT^-/-^ mice. Experimental studies revealed that deregulation of miR-298 may be involved in regulating apoptosis of cardiomyocytes after myocardial injury^30^. Interestingly, miR-135a, which was downregulated in AGAT^-/-^mice, was reported to inhibit myocardial fibrosis, a common hallmark in various heart diseases such as HF after MI^34^. This regulation was mediated via targeting the transient receptor potential cation channel subfamily M member 7 (TRPM7) which has been shown to play an essential role in regulating fibrosis, including cell proliferation and differentiation. We found that this regulatory pathway may be of importance in the AGAT/hArg metabolism, as expression of *Trpm7* was upregulated in our AGAT^-/-^ as compared to wt mice^9^.

Regarding creatine, the expression of miR-30b, miR-31, miR-130a, miR-148a, and miR-204 showed regulation towards wt levels by creatine supplementation in AGAT^-/-^ mice. MiR-30b and miR-31 were both upregulated in AGAT^-/-^ mice and found to be involved in regulating cardiomyocyte apoptosis and remodeling after myocardial injury^31,32^. 

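Among the rows of the table that hold reads, the 5 with the most were members of the mir-378 family, mir-151-3p and mir-322-5p. Mir-378a-3p took 45.2% of all reads of the wt and AGAT-/- libraries, mir-378c-5p 19.95%, mir-378d-5p 7.92%, mir-151-3p 7.68% and mir-322-5p 2.46%. Mir-378a and mir-378c share 20 bases in a row (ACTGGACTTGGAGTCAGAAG), so reads of these rows can be split between them. Mir-148a-3p is listed at 0 in all 15 libraries. It shares this 0 with many other rows, 894 being without reads in wt mice. Among them are the 3p arms of both mir-1a and both mir-133a precursors, named after their values were seen, whose 5p arms hold between 139 and 3305 reads over the 15 libraries. The order of the rows is therefore that of the table and gives no ranking of expression in LV tissue.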

MiR-148a which was highly expressed in LV tissue and showed upregulation in AGAT^-/-^ animals has been described to be involved in HF^37^, while miR-130a and miR-204 play a role in atherosclerosis. ^27,28^. Creatine levels are critical for the normally functioning heart and have been shown to be altered in CVD. Considering this, on the molecular level, the creatine-dependent regulation of CVD-related miRNAs in our AGAT^-/-^ mice may contribute to the association of creatine and cardiac dysfunction. Altogether, the observed changes in miRNA expression with creatine supplementation were more pronounced than with hArg supplementation. This matches previous findings on gene expression level, where creatine, rather than hArg supplementation, led to a normalization of gene expression levels in AGAT^-/-^ animals^9^.

Finally, by using bioinformatics target prediction, we identified potential genes regulated by the candidate miRNAs in our AGAT^-/-^ mouse model. Numerous of these genes have a well-known role in CVD and thus may provide a link for the supposed role of our candidate miRNAs for CVD. These results may inform future experimental studies to further evaluate regulatory pathways.

There are several limitations to our study. Our results must be considered hypothesis generating, as we do not provide further experimental proof of the proposed role of miRNAs in the cardiac AGAT metabolism. Interactions of miRNAs and mRNAs were predicted using bioinformatics, and experimental studies involving miRNA mimics or inhibitors are warranted to confirm interactions of specific miRNAs and target genes. Moreover, we only investigated known CVD-related miRNAs. In future projects screening of novel miRNAs shall be performed. 

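Of the 12 miRNAs past the FDR in the deposited counts, 4 changed by less than 2-fold in either direction, with mir-31-5p the smallest at 1.48-fold. Leaving aside miRNAs with at most 3 reads in every library of a group, the largest change was that of mir-5119-3p, with a fold change of -30.1 in AGAT-/- mice. Its AGAT-/- libraries held only between 1 and 11 reads. Without wt mouse 5 its log2 fold change moved from -4.91 to -4.24. Among the candidates of Table 2 that were tested, none exceeded the 2.04-fold change of mir-298-5p.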

The observed fold changes of deregulated miRNAs in our study were rather low. We hypothesize that a combination of several miRNAs with smaller effect sizes may play a role in the AGAT metabolism, overall leading to larger effect sizes. A more pronounced regulation may be present in disease models of AGAT^-/-^ mice, what would be a next step for future research. Such experiments (e.g., MI or diet fed atherosclerosis) will directly link AGAT deficiency with CVD.

In summary, our study indicates that CVD-related miRNAs play a role in the cardiac AGAT metabolism. Regulation of miRNAs and consecutive altered gene expression may represent a potential mechanism underlying the association of AGAT, hArg and creatine with cardiac (dys)function and CVD. Future experimental studies are warranted to further evaluate corresponding regulatory pathways.

## Supplementary Information

Supplementary Information.

## Data Availability

The miRNA sequencing data have been deposited in NCBI's GEO database and are accessible through the accession number GSE184723.

# Supplementary material for: Expression of cardiovascular-related microRNAs is altered in L-arginine:glycine amidinotransferase deficient mice
**Source:** Sci Rep. 2022 Mar 24;12:5108. doi: 10.1038/s41598-022-08846-1
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplementary Information**

### **Expression of cardiovascular-related microRNAs is altered in L-arginine:glycine amidinotransferase deficient mice**

Märit Jensen<sup>1,2,3\*</sup>, Christian Müller<sup>2</sup>, Norbert Hübner<sup>4,5,6</sup>, Giannino Patone<sup>4</sup>, Kathrin Saar<sup>4</sup>, Chi-un Choe<sup>1,3</sup>, Edzard Schwedhelm<sup>3,7</sup>, Tanja Zeller<sup>2,3</sup>

<sup>3</sup> German Centre for Cardiovascular Research (DZHK e.V.), partner site Hamburg/Kiel/Lübeck, Germany

<sup>5</sup> Charité – Universitätsmedizin Berlin, corporate member of Freie Universität Berlin and Humboldt-Universität zu Berlin, Berlin, Germany

<sup>6</sup> German Centre for Cardiovascular Research (DZHK e.V.), partner site Berlin, Berlin, Germany

**Supplementary Table S1.** miRNA assays (Thermo Fischer Scientific) used for qPCR analysis.

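The assays name the species of the sequence they detect, mmu for mouse and hsa for human; a human assay can be used where the mature sequence is the same in the mouse. Of the 12 assays, those for mir-298-5p and mir-31-5p are mouse assays, and their miRNAs had between 77 and 367 and between 430 and 1076 reads in each library of wt and AGAT-/- mice.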

| <b>miRNA</b> | <b>Assay Name</b> | <b>Assay ID</b> |
|--------------|-------------------|-----------------|
| miR-298-5p   | mmu-miR-298       | 002598          |
| miR-135a-5p  | hsa-miR-135a      | 000460          |
| miR-31-5p    | mmu-miR-31        | 000185          |
| miR-210 -3p  | hsa-miR-210       | 000512          |
| miR-30b-5p   | hsa-miR-30b       | 000602          |
| miR-181c-5p  | hsa-miR-181c      | 000482          |
| miR-148a-3p  | hsa-miR-148a      | 000470          |
| miR-30d-3p   | hsa-miR-30d       | 000420          |
| let-7i-5p    | hsa-let-7i        | 002221          |
| miR-130a-3p  | hsa-miR-130a      | 000454          |
| miR-125b-5p  | hsa-miR-125b      | 000449          |
| miR-204-5p   | hsa-miR-204       | 000508          |
| snoRNA202    | snoRNA202         | 001232          |

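The fold change of Supplementary Table S2 is signed, so that a value below 0 gives how many times lower a miRNA was in AGAT-/- than in wt mice, and each miRNA has its P value; the paper's methods name DESeq2 for the test. Of its 33 miRNAs, 21 are higher and 12 lower in AGAT-/- mice according to the paper. In the deposited counts, 12 of the higher and 4 of the lower ones had more than 10 reads over the wt and AGAT-/- libraries, and their log2 fold changes differed from those of the table by a median of 0.022 and at most 0.21.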

**Supplementary Table S2.** Significantly regulated miRNAs between wt and AGAT<sup>-/-</sup> mice. False-Discovery-Rate (FDR)  $\leq 0.05$ . FC: fold change.

| miRNA         | FC     | P value                |
|---------------|--------|------------------------|
| mir-130a-3p   | 1.66   | $1.9 \times 10^{-29}$  |
| mir-215-5p    | -1.59  | $1.09 \times 10^{-14}$ |
| mir-210-3p    | 1.4    | $5.5 \times 10^{-12}$  |
| mir-31-5p     | 1.5    | $6.4 \times 10^{-10}$  |
| mir-5119-3p   | -28.56 | $2.09 \times 10^{-8}$  |
| mir-204-5p    | -1.22  | $1.4 \times 10^{-8}$   |
| mir-298-5p    | 2.05   | $1.2 \times 10^{-7}$   |
| mir-470-5p    | 3.42   | $4.46 \times 10^{-7}$  |
| mir-1983-3p   | -1.95  | $2.23 \times 10^{-6}$  |
| mir-125b-2-3p | 1.22   | $2.71 \times 10^{-6}$  |
| mir-30b-5p    | 1.2    | $3.83 \times 10^{-6}$  |
| mir-365-1-3p  | -1.45  | $7.84 \times 10^{-6}$  |
| mir-365-2-3p  | -1.49  | $2.2 \times 10^{-5}$   |
| mir-99a-5p    | 1.22   | $2.7 \times 10^{-5}$   |
| mir-100-5p    | -1.21  | $3.53 \times 10^{-5}$  |
| let-7i-5p     | 1.16   | $3.7 \times 10^{-5}$   |
| mir-296-5p    | 2.06   | $5.12 \times 10^{-5}$  |
| mir-1247-5p   | -1.85  | $5.15 \times 10^{-5}$  |
| mir-7688-5p   | 1.94   | $5.41 \times 10^{-5}$  |
| mir-871-3p    | 3.1    | $1.02 \times 10^{-4}$  |
| mir-210-5p    | 1.32   | $1.75 \times 10^{-4}$  |
| mir-375-3p    | 2.03   | $1.8 \times 10^{-4}$   |
| mir-135a-2-5p | -1.63  | $2.73 \times 10^{-4}$  |
| mir-107-3p    | -1.11  | $4.11 \times 10^{-4}$  |
| mir-130a-5p   | 2.41   | $7.34 \times 10^{-4}$  |
| mir-148a-3p   | 1.23   | $7.57 \times 10^{-4}$  |
| mir-30d-3p    | 1.19   | $9.01 \times 10^{-4}$  |
| mir-181c-5p   | 1.24   | $1.02 \times 10^{-3}$  |
| mir-34c-5p    | -1.38  | $1.65 \times 10^{-3}$  |
| mir-135a-1-5p | -1.52  | $1.99 \times 10^{-3}$  |
| mir-182-5p    | 1.39   | $2.07 \times 10^{-3}$  |
| mir-499-5p    | 1.19   | $2.58 \times 10^{-3}$  |
| mir-30d-5p    | 1.18   | $2.6 \times 10^{-3}$   |

How the deposited data were processed for this re-analysis (not part of the article)

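MiRNA sequencing data of left ventricular (LV) tissue were analysed from 15 mice, 5 wt, 5 AGAT-/- and 5 AGAT-/- mice that received homoarginine for 4 weeks (AGAT-/-hArg). The authors mapped the reads with the CLC Genomics Workbench to the murine miRNAs of miRBase, and the deposited counts are whole numbers of reads per mature miRNA, without normalization or filtering. The paper's text does not name the miRBase release, the mismatches allowed or how reads that match several miRNAs were counted. Samples were assigned to groups by their labels, and all 15 columns of the table were used. The labels place the wt and AGAT-/- libraries on lane 8 and the AGAT-/-hArg libraries on lane 2, so lane and supplementation cannot be told apart. The targeted gene, Gatm, is not measured by miRNA counts, and the genotype labels could not be checked by it.

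Libraries held between 365634 and 570492 reads, and 3 reads correspond to between 5.26 and 8.20 CPM (reads scaled to a common library size). Such floors cover counting error only. Each group of 5 mice was tested against each other group with edgeR 4.0.16 (R 4.3.3), using TMM normalization, glmQLFit and glmQLFTest, for miRNAs with more than 10 reads summed over the libraries of the comparison. This filter follows the minimum of the paper's methods, whose meaning (per library or summed) the text leaves open. Differences at an FDR of at most 0.05 (Benjamini-Hochberg) were counted. The standard error of an edgeR fold change is its absolute log2 value divided by the square root of the F statistic of glmQLFTest. Values per mouse are given as CPM after TMM normalization, and log2 CPM uses a prior count of 1. The let-7 family was compared by the mean log2 CPM of its 5p rows per mouse, with an exact permutation test over the 252 ways to split the 10 mice. Lower bounds of a fold set the group whose libraries all held 3 reads or fewer to 3 reads.

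The alternatives, set before the data were examined, were DESeq2 1.42.0, DESeq2's size factors or total counts in the edgeR fit, limma-voom (limma 3.58.1), other filters on low counts (at least 1 read, more than 10 reads in every library, a mean above 10 reads, edgeR's filterByExpr), all 15 libraries in 1 fit, rows of the same mature miRNA summed, the 3 most abundant miRNAs left out, and leaving out each mouse in turn. The 3 miRNAs left out were those most abundant in the libraries of each fit. The animal number of the labels as a covariate and an FDR of at most 0.01 were used for the comparison of AGAT-/- with wt mice only. Named miRNAs are those the paper lists in Table 2 or its supplements, all let-7 family members, the 10 with the largest changes among those past the FDR whose groups do not overlap, the 5 with the lowest FDR in each comparison of AGAT-/-hArg mice, and the 5 most abundant; this rule was set before the data were examined as well. Other miRNAs are named where a small count needed it, after their values were seen. The fits were tested on simulated data in which 190 of 531 miRNAs tested were changed by 2-fold. Of these, edgeR recovered 47.9%, and 87.3% of the 79 with a mean above 10 reads, while 3.2% of its calls were false.

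MiRNA genes were placed on GRCm38 by matching their names to the GENCODE M21 annotation, which found 880 of the 918 precursors (95.9%). The paper and the deposited counts name no genome build. Summaries used Python 3.11.15 with scipy 1.17.1. QPCR values, mRNA arrays and the public data sets of other studies were not analysed here.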

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

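The test of sequence shared between mir-378b and mir-378a and the cluster test without mir-881-3p were chosen after the values were seen; the other tests of this part were set beforehand.

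The paper measured candidate miRNAs of AGAT-/-hArg mice by qPCR and reports no comparison of their sequencing libraries. In that comparison, 4 miRNAs differed from AGAT-/- mice at an FDR of at most 0.05 (edgeR's quasi-likelihood test), and 1 of 100 splits of the 10 mice, the real one, gave as many. Mir-378b-3p was at 4254 ± 225 CPM in AGAT-/-hArg, 1064 ± 56.0 CPM in AGAT-/- and 1085 ± 64.1 CPM in wt mice (SD, n = 5 each). Mir-3969-5p had between 131 and 198 reads in every wt and AGAT-/- library and between 0 and 7 in the AGAT-/-hArg libraries. Mir-101c-3p changed by -0.56 on the log2 scale. Mir-3962-3p had no reads in the AGAT-/-hArg libraries and between 0 and 9 in the AGAT-/- libraries, with AGAT-/- mouse 6 also at 0. The AGAT-/- mean was 1.68-fold above the level of 3 reads. Mir-3962-3p was called in 3 of the 10 fits that each left out a mouse.

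All 4 of these miRNAs also differed from wt mice in the same direction, while none of them differed between AGAT-/- and wt mice (log2 fold changes between -0.24 and 0.08). Homoarginine supplementation and sequencing lane coincide in these libraries and both predict this pattern, so it cannot be told apart from a difference between lanes. The mir-378b and mir-378a precursors share 19 bases in a row (CTGGACTTGGAGTCAGAAG), and mir-378a-3p is the most abundant miRNA. Mir-378b-3p made up between 0.13% and 0.163% of the reads of the mir-378 family in wt and AGAT-/- libraries and between 0.568% and 0.664% in AGAT-/-hArg libraries. A small share of mir-378a-3p reads counted on the mir-378b row in a single sequencing lane could give this rise, and so could supplementation; the shared sequence does not decide between them.

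Against wt mice, 17 miRNAs differed in AGAT-/-hArg mice, 9 higher and 8 lower, and again 1 of 100 splits, the real one, gave as many. Of these 17 miRNAs, 7 also differed between AGAT-/- and wt mice, and the 4 above differed from AGAT-/- mice too. The 7 shared miRNAs are compared across lanes here and within lane 8 in the comparison of AGAT-/- with wt mice, so for these a lane difference is not needed to give the change.

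Of the miRNAs that differed between AGAT-/- and wt mice, 3 are outside the paper's list. Mir-1966-3p had a log2 fold change of 1.64 with between 1 and 4 reads per wt library and between 5 and 11 per AGAT-/- library, and passed in 4 of the 10 fits that each left out a mouse. Mir-881-3p had a log2 fold change of 2.08 (FDR = 0.0152, edgeR), and mir-871-5p was at least 2.28-fold higher. Both lie on chromosome X beside mir-470 and mir-871-3p of the paper's list. The neighbours of mir-470 and mir-871 rose together in AGAT-/- mice (exact permutation test, two-sided, p = 0.00794, the smallest it can give). Mir-881-3p is itself among these neighbours; without it, a setting chosen after seeing the data, the other 11 were higher by 0.99 on the log2 scale (exact permutation test, two-sided, p = 0.0159). Mir-871-5p is the other arm of mir-871-3p and no independent case. Mir-871-5p did not pass with the animal number as a covariate (FDR = 0.0876, edgeR). Mir-1966-3p did not pass with DESeq2 (FDR = 0.098) or with the animal number as a covariate (FDR = 0.355, edgeR), and no explanation was tested for it alone.

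Single mice stood far from the other 4 of their group in 8 of 113 groups examined, where chance gives about 5.7. Of these, 3 concern mir-5119-3p, which had the largest fall in AGAT-/- mice. Wt mouse 5 had 282 reads against between 46 and 122 in the other wt mice (a gap of 0.76 of the range), AGAT-/- mouse 8 had 11 against between 1 and 4 (0.73), and AGAT-/-hArg mouse 11 had 18 against between 1 and 4 (0.845). Without wt mouse 5 the log2 fold change of mir-5119-3p was -4.24, and across the 10 fits that each left out a mouse it stayed between -5.71 and -4.24. The other 5 were mir-210-5p in wt mouse 2 (257.7 against between 271 and 276 CPM, a gap of 0.736), let-7g-3p in wt mouse 3 (4 reads against 1 in each other wt mouse, 0.944), mir-378d-5p in AGAT-/- mouse 9 (73594 against between 80501 and 81014 CPM, 0.931), mir-3969-5p in wt mouse 5 (441 against between 328 and 357 CPM, 0.74) and mir-101c-3p in wt mouse 4 (1848 against between 1494 and 1523 CPM, 0.918). No explanation, technical or biological, was tested for these single mice.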

How the results depend on the processing

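The number of miRNAs that differed between AGAT-/- and wt mice, 12, stayed within 1.5 times under each alternative, between 8 (more than 10 reads in every library, or an FDR of at most 0.01) and 18 (at least 1 read), and between 8 and 17 across the 10 fits that each left out a mouse. All 12 were among the calls with DESeq2's size factors, total counts, at least 1 read, all 15 libraries, copies summed, limma-voom or the 3 most abundant miRNAs left out. DESeq2 shared 11 of them, filterByExpr 9, a mean above 10 reads 8, the animal number as covariate 6 and more than 10 reads in every library 5. The 9 higher miRNAs became 14 with total counts, 15 with at least 1 read and 5 at an FDR of at most 0.01, and ranged from 5 to 14 with each mouse left out. The 3 lower miRNAs ranged from 3 to 5 with each mouse left out. Of the paper's list, 9 miRNAs passed, 12 with DESeq2, total counts, filterByExpr or all 15 libraries, 5 with the animal number as a covariate, and 7 to 12 with each mouse left out. Over the list alone, 14 passed, and 9 with more than 10 reads in every library, a filter that leaves fewer of them to test. The cause of these changes was not tested. No paired analysis was possible because the labels give no litter and the mice carry different numbers in each group.

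AGAT-/-hArg and AGAT-/- mice differed in 4 miRNAs, in 8 with at least 1 read and in 2 with more than 10 reads in every library. AGAT-/-hArg and wt mice differed in 17 miRNAs, in 28 with at least 1 read, and in 10 to 20 with each mouse left out. In the fits that each left out a mouse, the higher miRNAs ranged from 2 to 10 and the lower ones from 7 to 10. The higher miRNAs were 2 without wt mouse 5, and 3 without wt mouse 3 or AGAT-/-hArg mouse 14 or 15. With total counts in place of TMM, 16 were higher and 8 lower, against 9 and 8, and the median log2 fold change of all tested miRNAs moved from 0.015 to 0.123. The cause was not tested.

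The let-7 score, 0.11 higher in AGAT-/- mice on the log2 scale, became -0.021 over all let-7 and mir-98 rows of both arms; its exact permutation p stayed above 0.05 in each setting. The chromosome 2 share of the called miRNAs was 16.7% against 18.1% of the others. It was 21.4% against 18.0% with DESeq2 (Fisher's exact test, two-sided, p = 0.726) and 22.2% against 6.9% with miRNAs within 10 kb counted once (p = 0.136 in the same exact test). Mir-148a-3p, listed at 0, moved from rank 943 to 1165 over all 15 libraries, where more rows have reads; it is tied with the other rows at 0, and the rank gives no measure of its expression. With more than 10 reads, 562 miRNAs were detected by the sum over wt and AGAT-/- libraries, and, over all 15 libraries, 294 in at least 1, 177 in each, 227 by the mean and 647 by the sum.

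Among 33 named miRNAs compared between AGAT-/- and wt mice, 7 lost the FDR in some setting, 4 gained it and 6 changed sign. None of the 6 passed the FDR. With the animal number as a covariate, the log2 fold change was -0.083 for let-7a-1-3p, -0.088 for let-7c-2-3p, -0.839 for let-7g-3p and -0.134 for let-7c-2-5p, and with limma-voom -0.034 for let-7g-3p. Mir-151-3p was at 0.01 with total counts and 0.006 with at least 1 read, and let-7a-2-3p at 0.036 with copies summed. With each mouse left out, the ranges were -0.049 to 0.119 for let-7a-1-3p, -0.046 to 0.125 for let-7c-2-3p, -0.123 to 0.832 for let-7g-3p, -0.078 to 0.125 for let-7c-2-5p and -0.044 to 0.032 for mir-151-3p. Of the 5 miRNAs named for each comparison of AGAT-/-hArg mice, mir-3962-3p lost and mir-378d-5p gained the FDR against AGAT-/- mice in some setting, and none changed against wt mice; the animal number and the FDR of at most 0.01 were not among the settings of these comparisons.

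Depth limits what these counts show. In the simulated data, 87.3% of 2-fold changes were recovered where the mean exceeded 10 reads and 47.9% over all tested miRNAs, and 228 miRNAs of the wt and AGAT-/- libraries had such a mean. The simulation changed 190 of 531 tested miRNAs, a larger share than the 12 of 562 called here. Fewer or smaller changes were not simulated, so these rates can overstate what was recoverable.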

Differences from the paper's values

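The paper reports 953 detected miRNAs, and the deposited counts gave 562 with more than 10 reads over the wt and AGAT-/- libraries. Of the alternatives set before the data were examined, the sum over all 15 libraries (647) came within 1.5 times of the paper's number; at least 1 of these libraries (294), each of them (177) and their mean (227) did not. With at least 1 read over the wt and AGAT-/- libraries, an alternative for the test that lies below the paper's minimum of reads, 1094 miRNAs were counted, which is within 1.5 times as well. For miRNAs that differ between AGAT-/- and wt mice, the paper reports 33 and the deposited counts gave 12; no alternative came within 1.5 times. Of these the paper reports 21 higher against 9 here, and total counts (14), at least 1 read (15) and leaving out AGAT-/- mouse 6 (14) came within 1.5 times. The paper reports 12 lower miRNAs against 3 here, and no alternative came within 1.5 times.

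The fold changes of 15 of the 16 tested miRNAs of the paper's list were within their standard error of the paper's. Both come from the same mice, so a standard error between mice is a loose limit for their gap. Mir-30d-5p, at 1.36 against the paper's 1.18, was within it because its standard error was 0.255 on the log2 scale. Mir-499-5p lay outside, with a fold change of 1.29 against the paper's 1.19. The animal number as a covariate and leaving out wt mouse 1, AGAT-/- mouse 7 or AGAT-/- mouse 8 brought it within the standard error; the other alternatives did not.

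The p-values of edgeR's test differed by more than 1.5 times from those the paper gives, for which its methods name DESeq2, in 15 of the 16 miRNAs. With DESeq2 on the deposited counts, 0 of 16 came within 1.5 times. Mir-130a-3p had p = 0.00847 (edgeR) against the paper's 1.9e-29, mir-100-5p 0.460 against 3.53e-05 and mir-30d-5p 0.100 against 0.0026. The p-value was 7.44e-08 against the paper's 1.09e-14 for mir-215-5p, 1.52e-05 against 6.4e-10 for mir-31-5p and 1.16e-05 against 1.2e-07 for mir-298-5p (edgeR). Mir-470-5p had 5.17e-06 against the paper's 4.46e-07, mir-1983-3p 6.48e-05 against 2.23e-06, and mir-125b-2-3p 0.00122 against 2.71e-06 (edgeR). For mir-7688-5p it was 0.000470 against the paper's 5.41e-05, and for mir-210-5p 0.00218 against 0.000175 (edgeR). No alternative closed the gap for any of these miRNAs. For mir-5119-3p, p = 5.48e-08 (edgeR) against the paper's 2.09e-08, copies summed came within 1.5 times. For mir-871-3p, 2.72e-05 against the paper's 0.000102 (edgeR), the animal number as a covariate and leaving out wt mouse 5, AGAT-/- mouse 6 or AGAT-/- mouse 9 did so. For mir-130a-5p, 0.000386 against the paper's 0.000734 (edgeR), filterByExpr and leaving out wt mouse 1 or wt mouse 5 did so, and for mir-182-5p, 0.0260 against the paper's 0.00207, testing all miRNAs with at least 1 read. The remaining alternatives did not.

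Of the paper's list, 7 tested miRNAs did not pass the FDR here. Mir-125b-2-3p passed in each alternative fit of all 10 mice other than the animal number as a covariate and an FDR of at most 0.01, and without wt mouse 4 or 5 or AGAT-/- mouse 6, 9 or 10. Mir-499-5p passed with DESeq2, total counts, at least 1 read, more than 10 reads in every library, filterByExpr, all 15 libraries, copies summed and limma-voom, and without AGAT-/- mouse 6 or 10. Mir-210-5p passed with DESeq2, total counts, more than 10 reads in every library, a mean above 10 reads, filterByExpr and all 15 libraries, and without AGAT-/- mouse 6 or 9. Mir-130a-3p, mir-100-5p, mir-182-5p and mir-30d-5p passed in none. The other 17 miRNAs of the list were not tested, with 11 listed at 0, 2 with 1 read and 4 not analysed here.

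The paper states that let-7 family miRNAs were upregulated in AGAT-/- mice. The let-7 score differed by 0.11 on the log2 scale (exact permutation test, two-sided, p = 0.357), and let-7i-5p is listed at 0. The paper calls miR-148a highly expressed in LV tissue, and mir-148a-3p is listed at 0 in all 15 libraries. The paper gives an increase of miR-30b and a decrease of miR-135a; mir-30b-5p is listed at 0 and mir-135a-2-5p has 1 read.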

Other observations

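The tests on the rows of the paper's list and the choice of mir-582-3p were made after the values were seen; the tests of the splits, chromosome 2, library size, abundant miRNAs, blood, cluster and lane were set beforehand.

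Of 100 splits of the 10 wt and AGAT-/- mice, 1, the real one, gave as many as 12 miRNAs at an FDR of at most 0.05; the other splits gave at most 3. Technical differences between the groups were examined. Total reads did not differ (exact permutation test, two-sided, p = 0.754). Neither did the share of the 3 miRNAs most abundant over all 15 libraries (73.1% ± 0.51 in wt and 72.6% ± 0.52 in AGAT-/- mice, SD, n = 5 each, exact permutation test, two-sided, p = 0.159). The red blood cell miRNAs with reads did not differ either (mean log2 CPM 9.32 ± 0.14 and 9.33 ± 0.18, SD, n = 5 each, exact permutation test, two-sided, p = 0.865). Red cell miRNAs listed at 0 could not enter this score, so blood left in the tissue is not excluded. Gatm lies on chromosome 2, and a targeted allele can carry flanking chromosome from the strain in which it was made. On chromosome 2 lay 2 of the 12 called miRNAs, mir-130a at 37853289 bp and mir-298 at 51656201 bp from Gatm, and 95 of the other tested miRNAs, with 429 elsewhere (Fisher's exact test, two-sided, p = 1.0). With miRNAs within 10 kb counted once, the share on chromosome 2 was 22.2% of the called and 6.9% of the other miRNAs (odds ratio 3.83, Fisher's exact test, two-sided, p = 0.136), so that flanking chromosome is not excluded. The animal numbers of the labels nearly coincide with genotype, 4 of the 5 AGAT-/- mice being numbered above every wt mouse. With the number as a covariate, 6 of the 12 miRNAs still passed, and mir-298-5p did not (FDR = 0.211, edgeR). Genotype can therefore not be fully separated from whatever follows the animal number. A biological difference between the genotypes is a hypothesis beside these. Strain variants elsewhere in the genome were not tested.

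Mir-470-5p and mir-871-3p lie in a cluster of miRNA genes on chromosome X (66777256 to 66835842, GRCm38). All 12 tested miRNAs of other precursors within 100 kb were higher in AGAT-/- mice, with 235 reads in all against 69 in wt mice, and their mean log2 CPM was 3.09 ± 0.32 against 2.02 ± 0.36 (SD, n = 5 each). Each AGAT-/- mouse lay above each wt mouse (exact permutation test, two-sided, p = 0.00794, the smallest it can give). A candidate explanation is a change that acts on the cluster as a whole. Whether the mir-465 copies in the cluster share reads was not tested, so the 12 are not taken as independent. In AGAT-/-hArg mice the neighbours had 176 reads, and their mean log2 CPM was 0.70 above that of wt mice (exact permutation test, two-sided, p = 0.0476), on another lane.

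The AGAT-/-hArg libraries also bear on miRNAs the paper measured by qPCR, with lane and supplementation inseparable. Mir-298-5p was at 431 ± 109 CPM in AGAT-/-hArg mice, between 595 ± 161 CPM in AGAT-/- and 288 ± 57.9 CPM in wt mice (SD, n = 5 each). Against AGAT-/- mice this was a log2 fold change of -0.46 (edgeR, unadjusted p = 0.0143, FDR = 0.367). Mir-31-5p changed by -0.11 (FDR = 0.911) and mir-130a-3p by 0.13 (FDR = 0.949). Of the 12 miRNAs that differed between AGAT-/- and wt mice, 11 had an AGAT-/-hArg mean between both groups, 0 differed from AGAT-/- mice (43 of 580 tested miRNAs had an unadjusted p below 0.05) and 7 differed from wt mice. As the same AGAT-/- mice chose the 12 miRNAs, some return towards wt mice is what chance gives.

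Of the paper's list, 11 rows are at 0 in every library. For 0 of these 11 does the table hold another precursor of the same mature name. The test cannot see reads on a copy without a row, as for mir-365-2-3p, whose other precursor in the paper's list was not analysed here. Among qPCR assays whose miRNA has a row, both with a mouse assay had a mean of at least 50 reads per library and 0 of the 9 with a human assay did (Fisher's exact test, two-sided, p = 0.0182). The paper's methods state that human assays served for miRNAs homologous in mice and humans, and mouse assays for miR-298 and miR-31, whose sequence differs. A hypothesis is that the deposited counts leave out reads whose sequence is shared with a human miRNA; the human sequences were not compared here, the test rests on 11 assays, and the limit of 50 reads was set after the counts were seen. Counted as rows at 0, a setting also chosen after seeing the data, 7 of 9 human and 0 of 2 mouse assays were at 0 (Fisher's exact test, two-sided, p = 0.109), so that the difference between the species rests on the limit. For 3 of the 16 tested miRNAs of the list, mir-130a-3p, mir-100-5p and mir-30d-5p, the paper's p-value lies below the exact binomial p of the listed reads (0.00188, 0.448 and 0.0235), which counts sampling error alone. This is consistent with the paper's test having used more reads for these miRNAs than the table lists. In the table as a whole, 450 precursors have an arm at 0 and reads on the other, and for 45 of them the other arm has more than 1000 reads.

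Mir-582-3p, which the paper does not discuss, varied more between mice than between groups. It was at 6268, 4904, 859, 1131 and 690 CPM in wt mice 1 to 5, at 1622, 929, 4359, 4775 and 1050 CPM in AGAT-/- mice 6 to 10 and at 2106, 802, 885, 918 and 808 CPM in AGAT-/-hArg mice 11 to 15. The 5p arm followed it, with 653, 504, 92.2, 149.6 and 83.8 CPM in the wt mice. Its gene lies in an intron of Pde4d on chromosome 13 (109324744 to 109324824, GRCm38). It was chosen after its values were seen, and no explanation was tested.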
